# Loss of Function of von Hippel-Lindau Trigger Lipocalin 2-Dependent Inflammatory Responses in Cultured and Primary Renal Tubular Cells

**DOI:** 10.1155/2021/5571638

**Published:** 2021-06-22

**Authors:** Chan-Yen Kuo, Valeria Chiu, Po-Chun Hsieh, Tien Hsu, Ting-Yun Lin

## Abstract

Previous studies have shown that mutations in the tumor suppressor gene von Hippel-Lindau (*VHL*) can result in the overproduction of reactive oxygen species (ROS) and chronic inflammation and are a significant predisposing factor for the development of clear-cell renal cell carcinoma (ccRCC). To study VHL's role in ccRCC formation, we previously developed a novel conditional knockout mouse model that mimicked the features of kidney inflammation and fibrosis that lead to cyst formation and hyperplasia. However, due to VHL's complex cellular functions, the mechanism of this phenomenon remains unclear. Here, we used the HK-2 cells and mouse primary renal tubule cells (mRTCs) carrying *VHL* mutations as models to study the effects and underlying molecular mechanisms of ROS accumulation. We also studied the role of lipocalin 2 (LCN2) in regulating macrophage recruitment by HK-2 cells. We measured the level of ROS in HK-2 cells in the presence or absence of LCN2 knockdown and found that the *VHL* mutation caused ROS overproduction, but an LCN2 knockdown could attenuate the process. VHL was also found to mediate the *in vitro* and *in vivo* expression and secretion of LCN2. Thus, VHL likely affects ROS production in an LCN2-dependent manner. Our findings also suggest that LCN2 sensitizes the inflammatory response of HK-2 cells and the chemotactic abilities of macrophage RAW264.7 cells. By demonstrating that the loss of function of von Hippel-Lindau triggers lipocalin 2-dependent inflammatory responses in cultured and primary renal tubular cells, our results offer novel insights into a potential therapeutic approach for interfering with the development of ccRCC.

## 1. Introduction

Mutations in von Hippel-Lindau (VHL) play a critical role in developing clear-cell renal cell carcinoma (ccRCC) [1, 2]. Our previous study showed that, in the kidney lesions in *Vhl* knockout mice, there was a marked increase in inflammation and fibrosis with substantial collagen fiber deposition accumulated within clusters of distorted tubules [3]. We have previously demonstrated that the inflammation and fibrosis in *Vhl* knockout mouse lesions can be alleviated after treatment with an inhibitor of serine/threonine protein kinase/endoribonuclease (IRE1*α*) [4]. Inflammation may be caused by changes in proteostasis due to the overproduction of inflammatory cytokines [5, 6]. Notably, it has been hypothesized that inflammation plays a critical role in carcinogenesis [7], and *VHL* mutation-associated ccRCC likely results from chronic inflammation [3, 8].

Also, VHL is known to regulate many other genes involved in the inflammatory response. For example, VHL regulates the expression of *MKI67*, a *HIF1Α* target gene [9], and the marker of ccRCC [10], *CA9*, whose expression in kidney lesions may also be involved in the pathogenesis of ccRCC.

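Whole-kidney extracts, 3 from Vhl knockout and 3 from wild-type male mice aged 3 months on the C57BL/6 background, were profiled on Affymetrix Mouse Gene 2.0 ST arrays, with 1 array per sample. The wild-type mice are described as carrying the floxed Vhl allele, with no Cre named. The knockout mice are described as carrying it with Hoxb7-Cre-GFP. If the wild-type mice had no Cre, the comparison cannot separate the loss of Vhl from this transgene. In the knockout mice a Cre recombinase under the Hoxb7 promoter removed the allele in part of the tubule cells, so the extract also held cells that kept Vhl. The authors processed the arrays with RMA, which corrects the background, normalizes the arrays against each other and gives a log2 signal, here 1 value for each of 25206 Entrez Gene rows. Of these rows, 23185 had a gene symbol and 2021 had none here. The array medians differed by at most 0.036. The mean correlation of an array with the others of its genotype was 0.992 to 0.994, against 0.987 to 0.991 with the arrays of the other genotype. From the deposited log2 values, the genotypes were compared for every row with limma (lmFit and eBayes), with Benjamini-Hochberg adjustment over all rows and a threshold of 0.05. Fixed lists of genes were tested with camera from limma at a preset correlation between genes of 0.01. The number of arrays limits the precision, and no background filter was applied. No source says outright that each array is a separate mouse, and the p-values of single rows measure the spread between these samples. At the preset correlation camera treats the genes of a list as nearly independent. Its p-value therefore does not measure the spread between samples. Vhl, the targeted gene, read 6.11, 6.13 and 6.03 on the wild-type arrays and 6.08, 6.18 and 6.10 on the knockout arrays. Its log2 fold change was 0.03 (standard error 0.072, adjusted p = 0.860 from limma), and -0.02 after quantile normalization (adjusted p = 0.940). Which exons this row reads is not given in the sources used here, so it does not check the labels.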

We further elucidated the inflammatory response in the *Vhl* knockout kidney by performing a microarray to profile the genes in the whole-kidney extract (Gene Expression Omnibus accession number GSE116326). We used the whole-kidney extract instead of the isolated tubule cell extract to examine the changes in the reactive microenvironment in the *Vhl* mutant cells. 

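Macrophage and matrix genes rose in the Vhl knockout kidneys, while neutrophil genes did not pass the test. Of 19 measured macrophage markers, 16 were higher, none was lower and 3 did not pass the test (18 higher when adjusted over the list alone). Mrc1, the mannose receptor of macrophages, rose from 5.19 ± 0.24 to 6.89 ± 0.18 (log2 signal, SD, n = 3 arrays per genotype), a log2 fold change of 1.70 (standard error 0.143, adjusted p = 0.00286 from limma). The lysosomal protease Ctss rose by 1.51 and the complement subunits C1qb and C1qc by 1.48 and 1.39 on the log2 scale. The list as a whole was higher (camera adjusted p = 3.02e-27, and 0.0157 with an estimated correlation). Of 25 genes of fibrosis and extracellular matrix, 21 were higher, none was lower and 4 did not pass the test (22 higher when adjusted over the list alone). Among them, the collagen crosslinking enzyme Lox had a log2 fold change of 1.96 (adjusted p = 0.00762), the matrix protein Postn 1.71 (adjusted p = 0.00780), fibronectin Fn1 1.67 (adjusted p = 0.000667) and the collagen chain Col1a1 1.43 (adjusted p = 0.00403). The adjusted p of this list was 9.53e-31 with camera and 0.00766 with an estimated correlation.
None of the 14 neutrophil markers passed the test in limma, in either direction, nor when adjusted over the list alone, and at an unadjusted p under 0.05 none was higher and 1 was lower. Their median log2 fold change was -0.12, with -0.30 for Ngp (adjusted p = 0.428) and -0.30 for Mpo (adjusted p = 0.454), and camera gave an adjusted p of 0.397. Of these 14 rows, 7 lay under the lower quartile of every array in both genotypes and 0 had a group mean above the median of every array, which limits what they can show. Of 15 T and NK cell markers, 1 was higher, none was lower and 14 did not pass the test, with the same count when adjusted over the list alone. This was Cd4, which some macrophages also express, with a log2 fold change of 1.18 (adjusted p = 0.00378), whereas Cd3g of the T cell receptor complex had 0.48 (adjusted p = 0.201). Camera gave this list an adjusted p of 0.0107, which was 0.106 with an estimated correlation and 0.201 over rows above the array median on at least 3 arrays. Of 11 B and plasma cell markers, 1 was higher and 10 did not pass the test (1 higher and 1 lower when adjusted over the list alone). The immunoglobulin chain Ighm had a log2 fold change of 0.99 (adjusted p = 0.00253) and the complement receptor Cr2 -0.89 (adjusted p = 0.0807, and 0.0467 with trend and robust eBayes). The median of this list was 0.01 and its mean -0.00044, while camera put it higher with an adjusted p of 0.665. As with the neutrophil markers, most T, NK, B and plasma cell markers had group means under the array medians. This limits what these lists can show. Of 14 endothelial markers, 1 was higher and 13 did not pass the test (9 higher when adjusted over the list alone). Tie1, an endothelial receptor, had a log2 fold change of 0.49 (adjusted p = 0.0299, and up to 0.104 with 1 array left out, passing only without Vhl knockout replicate 2, and 0.0848 with the replicate number as a block) and the junction protein Cdh5 0.49 (adjusted p = 0.108, and 0.0467 with trend and robust eBayes). The camera adjusted p was 1.10e-06, and 0.225 with an estimated correlation. These genes lay on average 0.370, 0.147 and 0.245 above the wild-type mean in knockout replicates 1, 2 and 3.
Adipocyte genes were high on the arrays of Vhl knockout replicates 1 and 3. None of the 7 measured genes passed the test in limma (1 higher when adjusted over the list alone, 3 higher at an unadjusted p under 0.05). The mean log2 signal of these genes was 7.78 and 6.95 on these arrays, 5.28 on the array of knockout replicate 2 and 5.25 to 5.67 on the wild-type arrays. The hormone Retn had a log2 fold change of 2.36 (standard error 0.893, adjusted p = 0.241) and the lipid droplet protein Cidec 1.83 (standard error 0.887, adjusted p = 0.352). Without knockout replicate 2 both passed, with an adjusted p of 0.0301 and 0.0283. The list had a camera adjusted p of 0.00123, and 0.359 with an estimated correlation. The macrophage markers lay on average 1.07, 1.02 and 1.05 above the wild-type mean in knockout replicates 1, 2 and 3, and the matrix genes 0.927, 0.929 and 0.951 above it. With the mean signal of the adipocyte genes as a covariate, a setting chosen after seeing the data, Lox had a log2 fold change of 1.78 (adjusted p = 0.0707), Postn 1.49 (adjusted p = 0.0662), C1qc 1.35 (adjusted p = 0.0876) and Tie1 0.38 (adjusted p = 0.162), and the other genes named here as higher passed.

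**Figure D1:**
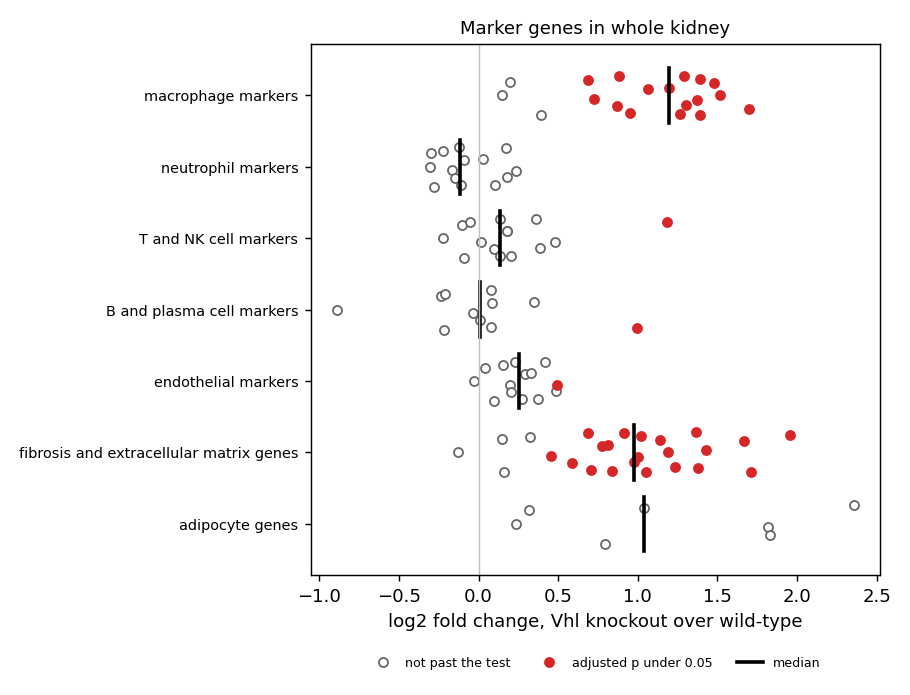
Log2 fold change (x axis, Vhl knockout over wild-type, 3 arrays each) of every measured gene in 7 lists (y axis). Filled points are genes with an adjusted p under 0.05 from limma, open points are the others, and the bar is the median of the list. The vertical scatter within a list has no meaning. Most macrophage and matrix genes lie well to the right of 0, and the neutrophil markers lie around it.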

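Lcn2, which encodes a secreted iron-siderophore binding protein, had the highest log2 fold change of all 25206 rows. Its log2 signal was 5.81, 5.70 and 5.73 in the wild-type kidneys and 9.78, 9.63 and 9.20 in the Vhl knockout kidneys. The means were 5.75 ± 0.055 and 9.54 ± 0.30 (SD, n = 3 arrays per genotype). This is a log2 fold change of 3.79 (standard error 0.145, adjusted p = 0.000234 from limma), or 13.9-fold with a 95% interval from 10.9-fold to 17.5-fold. The lowest knockout array lay 3.40 above the highest wild-type array. An exact two-sided permutation test gave p = 0.1, the smallest that 3 arrays against 3 allow. In the authors' deposited table of the same comparison, Lcn2 had a moderated statistic of 26.1 and a q-value of 0.00023.
Across the arrays, 565 rows were higher and 132 were lower in the Vhl knockout kidneys. At an unadjusted p under 0.05 from limma, 2185 rows were higher and 2112 lower, so the excess of higher rows depends on the threshold. Of 16 measured markers of tubule injury, Lcn2 among them, 13 were higher, none was lower and 3 did not pass the test (15 higher when adjusted over the list alone), and the list had a camera adjusted p of 8.55e-22, and 0.0157 with an estimated correlation. Among genes past the threshold, leaving out predicted genes and rows without a symbol, Havcr1, the kidney injury molecule of damaged tubules, followed Lcn2 in size with a log2 fold change of 3.28 (standard error 0.588, adjusted p = 0.0345), from 6.26 to 8.89 on the knockout arrays. The cell cycle inhibitor Cdkn1a rose by 1.53 (adjusted p = 0.00210) and the adhesion molecule Vcam1 by 1.43 (adjusted p = 0.00729). The fibrinogen chains Fgg and Fgb rose by 2.82 (standard error 0.165) and 2.70 (standard error 0.444), and the protease inhibitor Serpina3n by 2.78 (standard error 0.231). Other large increases were in Ms4a6d with 2.47, the secreted hormone Stc1 with 2.16, the ribonucleases Rnase4 with 2.15 and Ang with 1.97, Sprr1a with 2.12, Clca3a2 with 2.09, the matrix proteins Dpt with 2.06 and Col12a1 with 1.96, and the complement component C7 with 1.91. Ang and Clca3a2 belong to families of similar genes, whose probes may share signal. The largest decreases among such genes past the threshold were in Aqp4, a water channel of the collecting duct, which fell by 1.45 (standard error 0.201), and in the immunoglobulin receptor Fcamr, which fell by 1.26. They were followed by Hrg with -1.26, Azgp1 with -1.22, Ct55 with -1.15, the cytochrome Cyp2b10 with -1.02, Lrrc66 with -0.90, the potassium channel Kcnh5 with -0.90, the glutamate receptor Gria3 with -0.82 and the tyrosine-degrading enzyme Hpd with -0.79. These genes had adjusted p-values from 0.000234 to 0.0462 in limma.
Leaving out any of the 6 arrays brought the number of changed rows from 697 to between 245 and 409, and Lcn2 passed each time with a log2 fold change of 3.67 to 3.96. Havcr1 passed only without Vhl knockout replicate 1, with an adjusted p of up to 0.116 without the others, and it lost the call with trend and robust eBayes (adjusted p = 0.0892) and with the replicate number as a block (adjusted p = 0.0664). Of the other genes named here, Fgg, Serpina3n, Ms4a6d, Sprr1a, Clca3a2, Dpt, Col12a1, Cdkn1a, Vcam1 and Cyp2b10 passed each time, and the rest lost the call without at least 1 array, with an adjusted p of up to 0.144 for Azgp1. At unchanged log2 fold changes, trend and robust eBayes also ended the call of Rnase4 (adjusted p = 0.0583) and Ang (adjusted p = 0.0511), and the block that of Azgp1, Ct55, Lrrc66, Kcnh5, Gria3 and Hpd (adjusted p from 0.0507 for Lrrc66 to 0.0989 for Gria3). The number of changed rows was 1101 over rows above the array median on at least 3 arrays and 1094 with trend and robust eBayes. In settings chosen after seeing the data, it was 153 with the mean signal of adipocyte genes as a covariate and 8 without Vhl knockout replicates 1 and 3, where these genes were high. With that covariate Fgb had a log2 fold change of 2.24 (adjusted p = 0.170), Ang 1.40 (adjusted p = 0.187), Stc1 2.25 (adjusted p = 0.0805), Clca3a2 1.92 (adjusted p = 0.0614) and C7 1.54 (adjusted p = 0.0935), while Rnase4 passed with 1.47. Of the 10 genes with decreases, Hrg passed with -0.91 and Cyp2b10 with -1.21. The others had -1.62 for Aqp4, -1.05 for Lrrc66, -0.96 for Azgp1, -0.92 for Fcamr, -0.85 for Hpd, -0.76 for Ct55, -0.68 for Kcnh5 and -0.59 for Gria3, with an adjusted p of 0.0677 for Aqp4 to 0.239 for Azgp1. A lost call alone therefore does not tie a gene to the adipocyte signal. The paper takes LCN2 from these arrays as a candidate gene and follows it in HK-2 cells and in primary renal tubule cells (Figures 2 and 3). It also reports more LCN2 protein in the urine of Vhl conditional knockout mice.

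**Figure D2:**
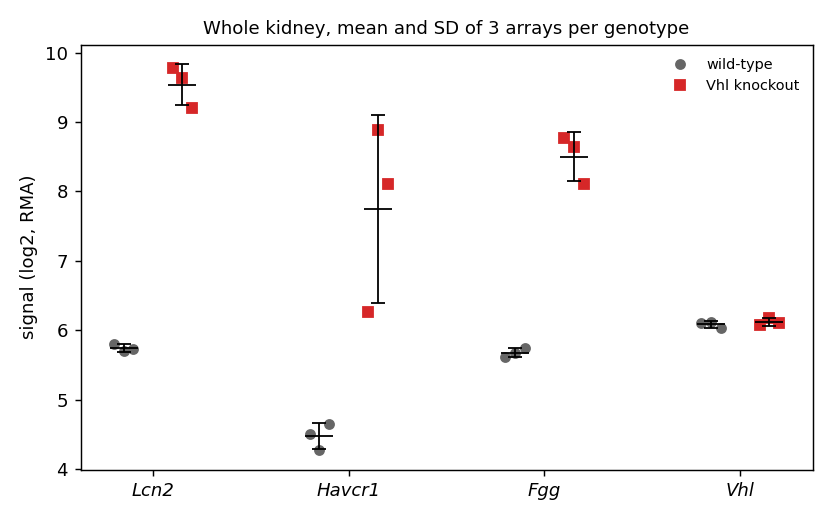
Log2 RMA signal (y axis) of Lcn2, Havcr1, Fgg and Vhl (x axis) on each wild-type (circles) and Vhl knockout (squares) array, with the mean and SD of 3 arrays per genotype. The Lcn2 values lie between 5.70 and 5.81 in wild-type and between 9.20 and 9.78 in knockout kidneys, and the Vhl values of both genotypes overlap.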

The microarray data showed that one of the candidate genes, *LCN2*, which encoded lipocalin 2, was highly overexpressed in the *Vhl* mutant kidney.

Lipocalin 2, also known as neutrophil gelatinase-associated lipocalin (NGAL), oncogene 24p3, uterocalin, or siderocalin, is a 24 kDa secreted glycoprotein initially purified from mouse kidney cells infected with simian virus 40 (SV-40) [11]. LCN2 mediates several cellular processes, including apoptosis, proliferation, epithelial-to-mesenchymal differentiation, and matrix metalloproteinase 9 stabilization [12]. High levels of *LCN2* expression have been observed in renal, breast, ovary, colon, and brain cancer cells [13–15]. In addition, LCN2 is a member of the lipocalin superfamily of proteins that transport hydrophobic molecules, such as retinoids, fatty acids, and organic iron chelators [16]. There is also growing evidence that LCN2 exhibits a cellular protective effect by ameliorating oxidative stress-mediated toxicity under harmful conditions, such as ROS accumulation [17–19].

This study sought to investigate the potential role of LCN2 in mediating inflammatory response in *VHL*-mutated HK-2 cells. Furthermore, we tested the hypothesis that LCN2 was related to *VHL* mutation-sensitized macrophage migration and mediated inflammation via LCN2-ROS-dependent pathways.

## 2. Materials and Methods

### 2.1. Reagents

Liproxstatin-1 (Sigma, MO, USA) and 4′,6-diamidino-2-phenylindole (DAPI, Thermo Fisher Scientific, MA, USA) were purchased.

### 2.2. Cell Culture

HK-2 (human renal proximal tubular epithelial) and HEK293 (human cell line of kidney origin) cells (Bioresource Collection and Research Center, Taiwan) were cultured in T75 flasks (Corning, NY, USA) in DMEM/Ham's F12 (Gibco, NY, USA) supplemented with 10% fetal bovine serum, 25 mM D-glucose, 2 mM L-glutamine, 1 mM sodium pyruvate, and penicillin-streptomycin (50 U/mL; Sigma, MO, USA) at 37°C in a 5% CO_2_/95% air incubator. The fresh culture medium was replaced every other day. Once the cells reached 60–70% confluence, they were trypsinized for the following experiments.

The murine monocyte/macrophage cell line RAW264.7 (Bioresource Collection and Research Center, Taiwan) was cultured in T75 flasks in Dulbecco's Modified Eagle's Medium (DMEM, Gibco, NY, USA) supplemented with 10% fetal bovine serum, 4 mM L-glutamine, 4500 mg/L glucose, 1 mM sodium pyruvate, 1500 mg/L sodium bicarbonate, and penicillin-streptomycin (50 U/mL; Sigma, MO, USA) at 37°C in a 5% CO_2_ incubator. The fresh culture medium was replaced every other day. Once the cells reached 50–60% confluence, they were trypsinized for the following experiments.

### 2.3. Culture of Primary Renal Tubular Epithelial Cells

Mouse primary proximal tubule cells (mRTCs) were isolated from wild-type *Hoxb7-Cre-GFP/+* (W) or mutant *Hoxb7-Cre-GFP/+*; *Vhl^fl/fl^* (M) mice using a previously described method [20–22], with some modifications. Briefly, mice were sacrificed by cervical dislocation. The kidneys were immediately removed and placed in 15 mL conical tubes with ice-cold Hank's balanced salt solution (Biological Industries, CT, USA). The renal capsule, cortex, and excess fat were removed, and the remaining cortical tissue was added into the dunce using two razors. Next, the plunger was pushed down to the bottom of the glass five times to break up the tissue. Then, the tissues were transferred into a 50 mL conical tube on ice. The tubular tissues were centrifuged in a swinging bucket rotor at 500 rpm and 4°C for 2 minutes. Then, the supernatant was aspirated and discarded while leaving the pelleted tissue intact.

Afterward, the tube was filled with warm digestion medium containing Collagenase I (Worthington, NJ, USA) at 140 units/mL and 15 mg Soybean Trypsin Inhibitor (Sigma, MO, USA) in 20 mL HBSS and incubated on an orbital shaker at 70 rpm for 15 minutes at 37°C. The tubule suspension was mixed with a 10 mL pipet and returned to the incubator every 5 minutes. After digestion, the tubule suspension was incubated with 20 mL of cold horse serum to inactivate the enzymes and enrich the tubules; the tube was inverted until the suspension became uniform. Then, the tubules were allowed to settle for one minute. The supernatant containing the proximal tubules was transferred to a 50 mL conical tube and centrifuged for 2 minutes at 500 rpm in a swinging bucket rotor. The tubules were washed with 10 mL of HBSS and centrifuged at 500 rpm for 2 minutes. A volume of 1–2 mL of culture medium was added to mix gently with the pellet using a sterile pipet. The cortical tubule suspension was gently layered onto a preformed 40% Percoll/60% culture medium gradient. Then, the tubules were centrifuged at 400 × g for 10 min at 4°C. The proximal renal tubules in the largest band were transferred to a 50 mL conical tube containing 20 mL of culture medium and centrifuged at 500 rpm for 2 minutes.

Finally, the tubule pellet was resuspend in 20 mL of MRPTC Culture Medium, which consisted of DMEM/F-12 culture media (Gibco, NY, USA) with insulin/transferrin/selenium (5 *μ*g/mL, 5 *μ*g/mL, and 5 ng/mL, respectively, Sigma), 0.05 *μ*M hydrocortisone (Sigma), 50 *μ*M L-ascorbic acid-2-phosphate (Wako, Tokyo, Japan), and 1% antibiotic/antimycotic solution (10,000 units/mL penicillin, 0.1 mg/mL streptomycin, and 0.25 *μ*g/mL amphotericin B, Biological Industries, CT, USA).

Dilutional studies were performed to determine the volume of the resuspended tubules needed for different plates to ensure optimal growth. The tubules were plated on 12-well (1–1.5 mL/well) or 6-well (3 mL/well) Nunclon-treated tissue culture plates (Nalgene/Nunc International, Rochester, NY) and incubated at 37°C with 5% CO_2_. The media was replaced with MRPTC culture media every day. Confluence can be achieved in 5 to 12 days.

### 2.4. Transfection

HK-2 cells were transfected with a vector with a scrambled sequence or a vector expressing shVHL1 (V1), shVHL3 (V3), or shLCN2 (L1) (kindly provided by Dr. T. Hsu, Department of Biomedical Sciences and Engineering, National Central University, Jhongli, Taiwan) using the BTX™ Gemini X2 Electroporation System (BTX, MA, USA), according to the manufacturer's protocol. Briefly, 5 × 10^5^ cells were transfected with 4 *μ*g of a plasmid with a 100 V pulse for 10 msec, plated in a 6-well plate, and cultured for 48 hours before being analyzed for *VHL* expression by Western blot to determine the transfection efficiency.

### 2.5. Measurement of Intracellular ROS Generation

The analysis of the measurement of intracellular ROS generation was according to our previous studies with some modifications [23]. The cells were washed with phosphate-buffered saline (PBS) and incubated with 10 *μ*M dihydroethidium (DHE; Santa Cruz, Dallas, TX, USA) in Hank's balanced salt solution at 37°C for 30 minutes in the dark. During incubation with ROS, DHE is oxidized and becomes fluorescent. After incubation, the cells were trypsinized and washed with ice-cold PBS three times. The level of ROS was quantified by flow cytometry (BD Biosciences, San Jose, CA, USA).

### 2.6. Western Blot Analyses

The antibodies for Western blot analyses included the mouse monoclonal antibodies against VHL (BD Biosciences, Franklin Lakes, NJ, USA); NF-*κ*B's p65 subunit (GeneTex, Irvine, CA, USA); JNK (Cell Signaling, MA, USA); p-JNK, *β*-actin, and fibrillarin (Santa Cruz, Dallas, TX, USA); and the rabbit polyclonal antibodies against LCN2 and GAPDH (ABclonal, MA, USA). The *β*-actin was diluted 1 : 500 in the final working solution; all other antibodies were diluted 1 : 1000.

### 2.7. Nuclear Fraction Extraction

The chemotaxis analysis was according to our previous studies with some modifications [23]. Nuclear fractions were extracted from the HK-2 or mRTC cells. The cells were collected and resuspended in a hypotonic buffer (10 mM HEPES, pH 7.9; 10 mM KCl; 1.5 mM MgCl_2_; 0.2 mM PMSF; 20 *μ*g/mL aprotinin; 0.5 mM DTT; and 0.5% NP-40) on ice for 15 minutes. After centrifuging at 6000 × g for 15 minutes at 4°C, the pellet was collected and washed with a basal buffer (the hypotonic buffer without the 0.5% NP-40). After centrifuging again at 6000 × g for 15 minutes at 4°C, the pellet was collected and resuspended in a hypertonic buffer (20 mM HEPES, pH 7.9; 400 mM KCl; 1.5 mM MgCl_2_; 0.2 mM PMSF; 20 *μ*g/mL aprotinin; 0.5 mM DTT; 0.2 mM EDTA; 10% glycerol) at room temperature for 30 minutes. After centrifuging at 10,000 × g for 30 minutes at 4°C, the supernatant containing the nuclear fraction was collected.

### 2.8. Chemotaxis Assay

The chemotaxis analysis was according to our previous studies with some modifications [23]. A 24-well Transwell plate (8 *μ*m pore size, Corning, NY, USA) was used to measure the chemotactic ability of the RAW274.7 cells. HK-2 cells were added into the lower chamber and transfected with a vector carrying a scrambled or the shVHL [24] sequence by electroporation. After incubation for 48 hours, the cells were treated with the indicated inhibitors for 24 hours in a serum-free medium supplemented with 5% bovine serum albumin (BIONOVAS, Toronto, Canada). Then, 1 × 10^5^ RAW264.7 cells were added to the upper chamber with an uncoated membrane in a serum-free medium supplemented with 5% bovine serum albumin (BIONOVAS, Toronto, Canada). In separate experiments, RAW264.7 cells were exposed to recombinant human lipocalin 2/NGAL protein (rhLCN2) (Novus Biologicals, CO, USA) added to the serum-free medium and their migration measured. After 24 hours, the migratory cells on the underside of the membrane of the upper chamber were stained with 0.1% crystal violet for 5 minutes, washed with H_2_O, and scanned using an EPSON V750 PRO scanner. The cells were destained for crystal violet with methanol for 15 minutes and measured at OD570 with the Synergy HT (BioTek, VT, USA).

### 2.9. Statistical Analysis

The data were expressed as means ± SEM. The groups were compared using a one-way or two-way ANOVA followed by the Bonferroni post hoc analysis; *p* < 0.05 was considered statistically significant.

## 3. Results

### 3.1. *VHL* Mutation-Induced ROS Production in an LCN2-Dependent Manner

We investigated the effect of *VHL* deficiency on ROS production by measuring the level of ROS in *VHL* knockdown HK-2 cells using a previously described protocol [25–27]. We found that *VHL* knockdown caused ROS overproduction in HK-2 cells (Figure 1).

LCN2 is one of the candidate genes predominantly related to immune response; however, its role in precancerous kidney cells is still unclear. 

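In the whole-kidney arrays, complement genes and macrophage chemoattractants were also higher in the Vhl knockout kidneys. Of 16 measured complement genes, 12 were higher, none was lower and 4 did not pass the test (14 higher when adjusted over the list alone). Serping1, the inhibitor of the first complement component, rose from 8.04 ± 0.068 to 9.42 ± 0.081 (log2 signal, SD, n = 3 arrays per genotype), a log2 fold change of 1.37 (standard error 0.079, adjusted p = 0.00120 from limma). The camera adjusted p was 4.71e-17, and 0.0277 with an estimated correlation. The C1q subunits in this list are also macrophage markers. Of 15 measured macrophage chemoattractants, 6 were higher, none was lower and 9 did not pass the test (10 higher when adjusted over the list alone). Ccl9 rose by 1.32 (standard error 0.085, adjusted p = 0.00167), Ccl8 by 1.31 (adjusted p = 0.00684), Ccl6 by 0.91 (adjusted p = 0.0415) and the macrophage growth factor Csf1 by 0.72 (adjusted p = 0.00585). For this list the camera adjusted p was 3.31e-09, and 0.0157 with an estimated correlation.
Of 23 measured acute phase genes and targets of NF-κB, 4 were higher, none was lower and 19 did not pass the test (10 higher when adjusted over the list alone). Besides Lcn2 and Vcam1, these were the chemokine Ccl5, with a log2 fold change of 0.68 (adjusted p = 0.0185), and the adhesion molecule Icam1, with 0.63 (adjusted p = 0.00939). The list had a median log2 fold change of 0.23 and a camera adjusted p of 3.31e-09, and 0.0157 with an estimated correlation. Hp and Orm1, chosen after their values were seen, had log2 fold changes of 1.32 (adjusted p = 0.137) and 0.86 (adjusted p = 0.337). As with the adipocyte genes, their signal was higher in knockout replicates 1 and 3, at 6.78 and 6.22 for Hp and 5.53 and 4.76 for Orm1, than in replicate 2, at 5.14 and 3.71.
Of 13 genes of antigen presentation and dendritic cells, 6 were higher, none was lower and 7 did not pass the test (8 higher when adjusted over the list alone). The MHC class II genes H2-Aa, H2-Eb1 and H2-DMa had log2 fold changes of 1.00, 0.88 and 0.81, and the invariant chain Cd74 had 0.90 (adjusted p from 0.00403 to 0.0357). Of 20 measured interferon-stimulated genes, 3 were higher, none was lower and 17 did not pass the test (13 higher when adjusted over the list alone). These were Oas2 with 0.97 (adjusted p = 0.0309), Oasl2 with 0.77 (adjusted p = 0.0155) and the proteasome subunit Psmb8 with 0.58 (adjusted p = 0.0411). Camera gave adjusted p = 2.22e-08 for the antigen presentation list and 2.24e-10 for the interferon list, but adjusted p = 0.0975 and 0.0974 with an estimated correlation. With each array left out in turn, Serping1, Ccl9, Ccl8, Csf1, Icam1, H2-Aa and Cd74 passed each time, and Ccl5, Ccl6, H2-Eb1, H2-DMa, Oas2, Oasl2 and Psmb8 lost the call without at least 1 array, with an adjusted p of up to 0.137 for Ccl6. With the replicate number as a block, Icam1, Ccl6, H2-DMa, Oas2, Oasl2 and Psmb8 had an adjusted p of 0.0559 for Oasl2 to 0.0914 for Ccl6 at unchanged log2 fold changes, and Psmb8 had 0.054 after quantile normalization, with a log2 fold change of 0.54. With the mean signal of adipocyte genes as a covariate, a setting chosen after seeing the data, Serping1, Ccl9, Ccl8, H2-Aa and H2-DMa passed, and Ccl5, Ccl6, Csf1, Icam1, Cd74, H2-Eb1, Oas2, Oasl2 and Psmb8 did not, with an adjusted p of 0.054 for Ccl5 to 0.237 for Ccl6. Their log2 fold changes were then 0.81, 0.81, 0.66, 0.55, 0.98, 1.07, 0.98, 0.76 and 0.57 in this order.

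**Figure D3:**
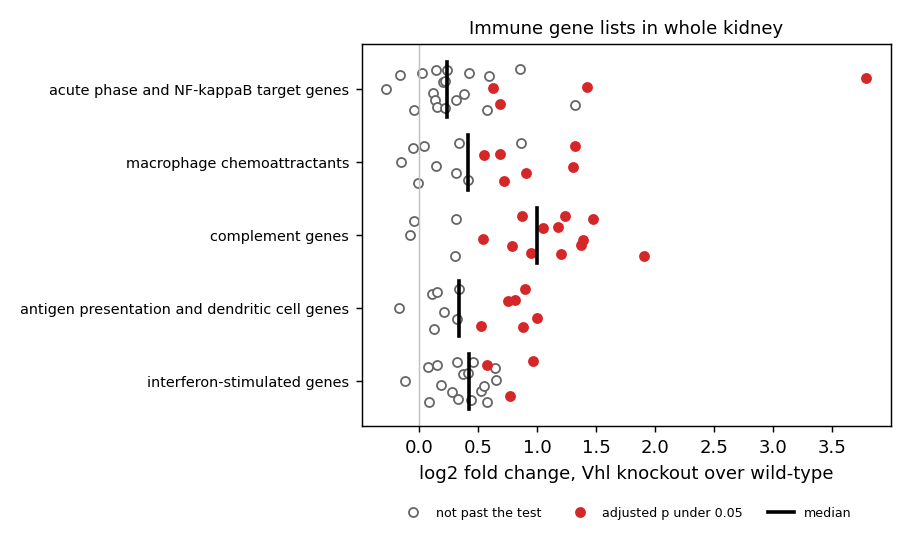
Log2 fold change (x axis, Vhl knockout over wild-type, 3 arrays each) of every measured gene in 5 lists of immune genes (y axis). Filled points have an adjusted p under 0.05 from limma, open points do not, and the bar is the median of the list. The vertical scatter within a list has no meaning. The point farthest to the right is Lcn2, at 3.79.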

We hypothesized that *VHL* deficiency caused inflammation and immune cell infiltration by overexpressing *LCN2* in HK-2 cells and mouse primary renal tubule cells (mRTCs). *VHL* knockdown was found to induce LCN2 secretion in HK-2 cells (Figures 2(a) and 2(b)). Meanwhile, the level of LCN2 was elevated in *Vhl* mutant mRTCs (Figure 3). Interestingly, the enhanced level of LCN2 was detected in the urine of *Vhl* conditional knockout mice (Figure 2(d)). The presence of LCN2 in urine indicates acute kidney injury (AKI) [28]. These findings demonstrated that VHL deficiency induced expression and secretion of LCN2 *in vitro* and *in vivo*.

We further studied the role of LCN2 on ROS production by examining the effect of *LCN2* knockdown on ROS levels. The increase in ROS levels was attenuated in *LCN2* knockdown in *VHL*-deficient (knockdown) HK-2 cells (Figure 4).

### 3.2. *Vhl* Mutant Caused Inflammatory Response and Sensitized RAW264.7 Cell Chemotaxis in a LCN2-Dependent Manner

We dissected the role of LCN2 in inflammation by investigating the effect of *LCN2* knockdown on the phosphorylation of JNK and the nuclear translocation of NF-*κ*B's p65 subunit in HK-2 cells and chemotaxis of RAW264.7 cells. *LCN2* knockdown was found to significantly attenuate the increase in p-JNK expression activated by Figure 5. *LCN2* knockdown also diminished the nuclear translocation of p65 in the *VHL* knockdown HK-2 cells, as demonstrated by Western blotting (Figure 6).

On the other hand, *Vhl* mutant was found to induce the chemotaxis of the RAW264.7 cells (Figure 7, V3/SC compared with SC/SC), and LCN2 knockdown could reduce the Transwell migration of RAW264.7 induced by VHL knockdown HK-2 cells (Figure 7, V3/L1 compared with V3/SC). This suggests that LCN2 is required for the chemotactic function of *VHL*-deficient HK-2 cells. We confirm the chemotactic effect of LCN2 by comparing the relative migration of RAW264.7 cells in the absence and presence (100 ng/mL) of recombinant human LCN2 (rhLCN2). We found that LCN2 significantly induced RAW264.7 cell migration after the rhLCN2 treatment (Figure 8). In summary, our findings suggested that LCN2 sensitizes the inflammatory response of HK-2 cells and chemotactic abilities of macrophage RAW264.7 cells.

## 4. Discussion

The mechanism underlying the inflammatory response to *VHL* inactivation in kidney tubule cells presents an intriguing pathophysiological question and a potential therapeutic target. It has been shown that *VHL* mutant cells are involved in increased protein synthesis and ROS accumulation [4], likely due to the increased mTOR signaling in the mutant cells [29, 30]. Moreover, the significantly elevated activation of immune cells likely contributes substantially to tissue damage during inflammatory diseases.

*VHL*/*Vhl* mutation causes *HIF* overexpression [31, 32]. During *HIF* overexpression, excessive protein synthesis occurs, leading to metabolic problems, ROS accumulation, and, eventually, ER stress. In addition, *HIF* overexpression resulted in mitochondrial damage, disruption of the TCA cycle, severe hypoxia stress, and Warburg effect [30, 33].

LCN2 is critical for the inflammation in retinal degeneration [34], ocular disease [35], intestinal tract [16, 36], ischemic stroke [37], psoriasis [38], cardiovascular diseases [39], alcoholic steatohepatitis [40, 41], nonalcoholic steatohepatitis (NASH) [42], muscle-skeletal disorders [43], and lung infection [44]. However, LCN2's role in the *VHL*-mutation-mediated progression of tumor formation via the regulation of oxidative homeostasis and mitochondrial metabolism has not been previously studied. The present study shows that mutant *VHL* induces ROS production in an LCN2-dependent manner (Figures 1–4). On the other hand, the results also show that mutant *VHL* sensitized RAW264.7 cell chemotaxis in an LCN2-dependent manner (Figures 5–8). The diverse functional roles of LCN2 were exemplified in the central nervous systems [45]. Therefore, emerging evidence suggests that LCN2 has protective as well as pathogenic activities [46–48]. We propose that the dual biological effects of LCN2 may be considered during the design of therapeutics against ccRCC.

## 5. Conclusion

Our results indicated that *VHL* deficiency caused overproduction of reactive oxygen species (ROS), but an LCN2 knockdown could reverse this process. *VHL* deficiency was also found to increase *in vitro* and *in vivo* LCN2 expression and secretion. Our findings reveal that the regulatory effect of *VHL* on chronic inflammation in ccRCC progression is likely mediated, at least in part, via the LCN2-ROS pathway (Figure 9). Our study offers novel insights into the therapeutic target and strategy for attenuating the development of ccRCC.

## Figures and Tables

**Figure 1:**
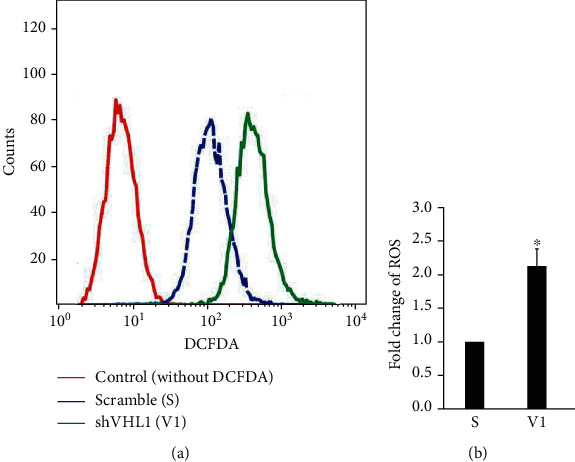
Effect of VHL on ROS production in HK-2 cells. HK-2 cells were transfected with a vector expressing a scrambled shRNA (SC) or shRNA specific for VHL (shVHL1) (V1) (4) by electroporation with the Gemini X2 System and incubated for 48 hours. (a) After transfection, the intracellular ROS levels were determined using DCFDA. (b) The fluorescence intensity was detected using FACSCalibur analysis. All data were presented as the mean ± SD. ^∗^*p* < 0.05 as compared to the scrambled vector.

**Figure 2:**
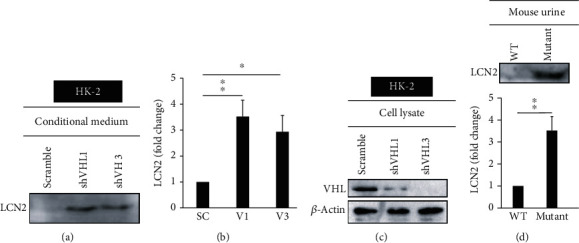
*VHL* knockdown induced LCN2 secretion in HK-2 cells. HK-2 cells were transfected with a vector expressing a scrambled shRNA (SC) or an shRNA specific for VHL: shVHL1 (V1) or shVHL3 (V3), as described in a previous study (4) by electroporation (Gemini X2 System) and incubated for 48 hours. (a) The Western blot analysis of LCN2 using an anti-LCN2 antibody at 50 *μ*g of protein/lane in the conditioned medium under the indicated conditions in the HK-2 cells. (b) The level of LCN2 was quantified using ImageJ. (c) The cell lysates were subject to Western blot analysis with the anti-LCN2 antibody. (d) An equal volume of 10 *μ*L of urine samples from the wild-type and *Vhl* conditional knockout mice was analyzed by Western blot analysis using the anti-LCN2 antibody. The lower panel shows the level of LCN2 was quantified by ImageJ. All data are presented as the mean ± SD. ^∗^*p* < 0.05 and ^∗∗^*p* < 0.01.

**Figure 3:**
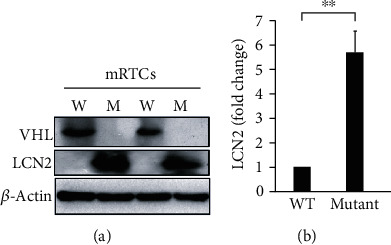
LCN2 was increased in *Vhl* mutant mRTCs. (a) Primary mouse renal tubule cells (mRTCs) were isolated from the wild-type *Hoxb7-Cre-GFP/+* (W) or the mutant *Hoxb7-Cre-GFP/+*; *Vhl^fl/fl^* (M) mice. The cell lysate was subject to Western blot analysis with the indicated antibodies. *β*-Actin was used as a loading control. The knockout of *Vhl* was confirmed by assaying the level of VHL (top). (b) The level of LCN2 was quantified using ImageJ. All data are presented as the mean ± SD. ^∗∗^*p* < 0.01.

**Figure 4:**
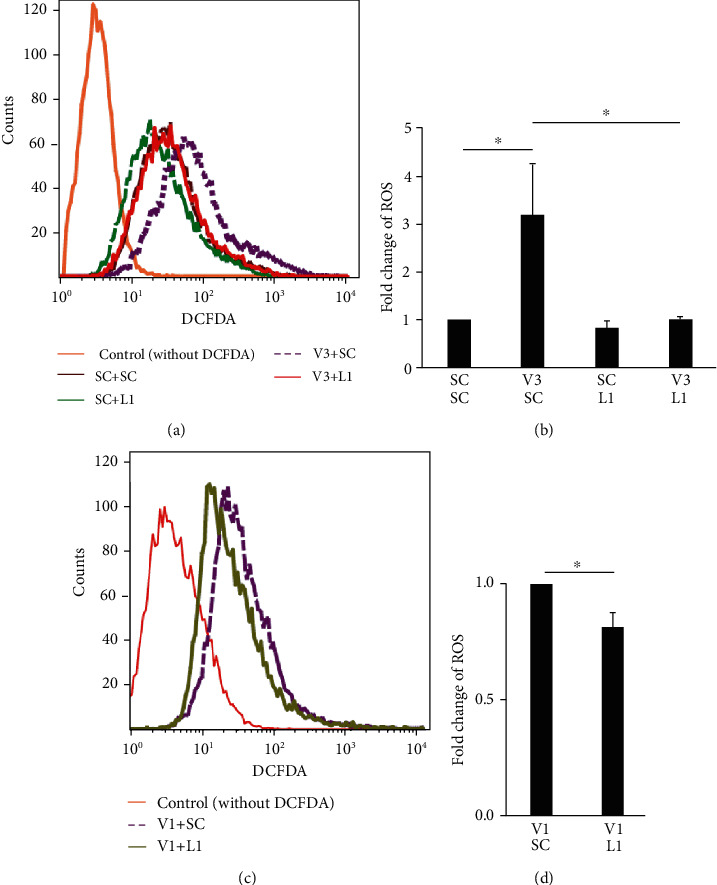
*LCN2* knockdown attenuated the increase in ROS production in *VHL* knockdown HK-2 cells. (a) The change in the level of cellular ROS in HK-2 cells transfected with a vector expressing one scrambled shRNA (SC), two scrambled shRNAs (SC+SC), the scrambled shRNA (SC) and shRNA specific for LCN2 (L1) (SC+L1), the shRNA specific for VHL (V3) and scrambled shRNA (SC) (V3+SC), or the shRNA specific for VHL (V3) and shRNA specific for LCN2 (L1) (V3+L1). (b) ROS generation was expressed as mean fluorescence intensity. (c) The change in the level of cellular ROS in HK-2 cells transfected with a vector expressing the shRNA specific for VHL (V1) and scrambled shRNA (SC) (V1+SC) or shRNA specific for VHL (V1) and shRNA specific for LCN2 (L1) (V1+L1). (d) ROS generation was expressed as mean fluorescence intensity. All data are presented as the mean ± SD. ^∗∗^*p* < 0.01.

**Figure 5:**
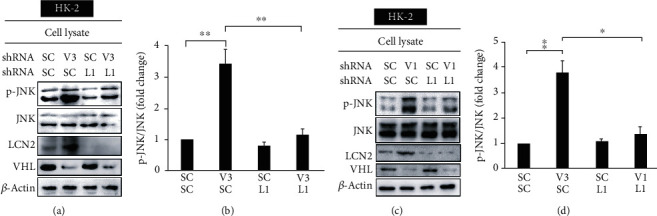
VHL loss of function exhibited an inflammatory response in an LCN2-dependent manner. (a) HK-2 cells were transfected with a vector expressing a scrambled shRNA (SC), an shRNA specific for VHL: shVHL1 (V1), or shLCN2 (L1). Cell lysates were analyzed with Western blot using the indicated antibodies. *β*-Actin was used as a loading control. The status of LCN2 and VHL was confirmed by assaying the levels of LCN2 and VHL proteins, respectively. The *VHL* knockdown increased the level of p-JNK, but the increase was attenuated in *VHL* (V3) and *LCN2* (L1) double knockdown cells. (b) The level of p-JNK was quantified using ImageJ. (c) HK-2 cells were transfected with a vector expressing the scrambled shRNA (SC), shRNA specific for VHL: shVHL3 (V3), or shLCN2 (L1). The cell lysates were analyzed by Western blot using the indicated antibodies. *β*-Actin was used as a loading control. The knockdown of *LCN2* and *VHL* was confirmed by assaying the levels of LCN2 and VHL proteins, respectively. *VHL* knockdown increased the level of p-JNK, but the increase was attenuated in *VHL* (V1) and *LCN2* (L1) double knockdown cells. (d) The level of p-JNK was quantified using ImageJ. All data are presented as the mean ± SD. ^∗^*p* < 0.05 and ^∗∗^*p* < 0.01.

**Figure 6:**
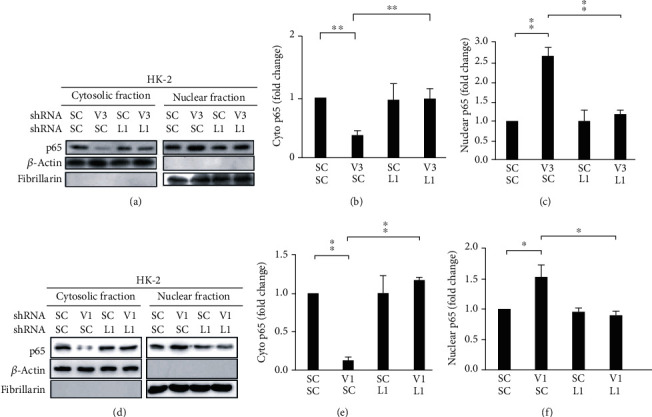
VHL loss of function caused the nuclear translocation of p65 in an LCN2-dependent manner. (a) The HK-2 cells were cultured and treated, as described in Figure 4. Their cell lysates were collected and separated into cytosolic and nuclear fractions. The subcellular localization of NF-*κ*B was detected by Western blot using an antibody against NF-*κ*B's subunit p65. *β*-Actin was used as a cytosolic marker and fibrillarin as a nuclear marker. (b) NF-*κ*B's cytosolic localization was decreased in *VHL* knockdown (V3) cells; such decrease was attenuated in the *VHL* (V3) and *LCN2* (L1) double knockdown cells. The level of cytosolic p65 (cyto p65) was quantified using ImageJ. (c) NF-*κ*B's nuclear localization was increased in *VHL* knockdown (V3) cells; however, such an increase was attenuated in *VHL* (V3) and *LCN2* (L1) double knockdown cells. The expression of nuclear p65 (nuclear p65) was quantified using ImageJ. (d) The HK-2 cells were cultured and treated, as described in Figure 4. The cell lysates were collected and separated into cytosolic and nuclear fractions. The subcellular localization of NF-*κ*B was detected with Western blot using an antibody against the NF-*κ*B subunit p65. *β*-Actin was used as a cytosolic marker and fibrillarin as a nuclear marker. (e) NF-*κ*B's cytosolic localization was decreased in VHL knockdown (V1) cells; however, the decrease was attenuated in *VHL* (V1) and *LCN2* (L1) double knockdown cells. The level of cytosolic p65 (cyto p65) was quantified using ImageJ. (f) NF-*κ*B's nuclear localization was increased in VHL knockdown (V1) cells; the increase was attenuated in *VHL* (V1) and *LCN2* (L1) double knockdown cells. The level of nuclear p65 (nuclear p65) was quantified using ImageJ. All data are presented as the mean ± SD. ^∗^*p* < 0.05 and ^∗∗^*p* < 0.01.

**Figure 7:**
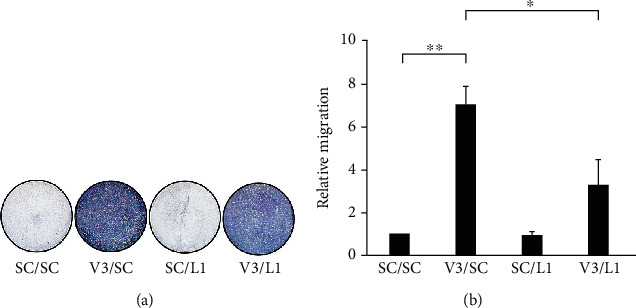
*LCN2* knockdown attenuated the VHL inactivation-induced chemotaxis of macrophages. The HK-2 cells or without the knockdown of *VHL* (V3) or without (SC) and with knockdown of *LCN2* (L1) or without (SC) were assayed for their ability to recruit monocyte/macrophage RAW264.7 cells. (a) HK-2 cells transfected with vectors containing a scrambled shRNA sequence (SC), shVHL3 (V3), or shLCN2 (L1) were assayed for their respective capacity to induce macrophage chemotaxis for 48 hours. The macroscopic observation of the Transwell chambers was performed. (b) Migration in the Transwell system was allowed for 24 hours. The relative number of migrated cells stained by crystal violet was measured at OD_570_. All data were presented as the mean ± SD. ^∗^*p* < 0.05 and ^∗∗^*p* < 0.01.

**Figure 8:**
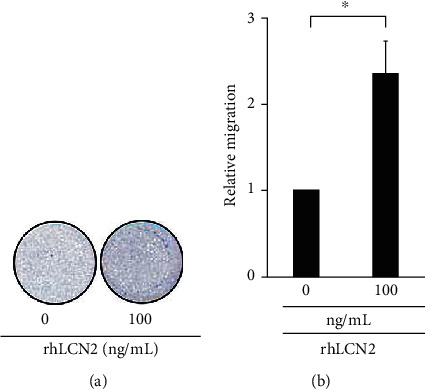
LCN2 significantly induced macrophage cell migration. (a) The treatment of human recombinant LCN2 (rhLCN2) at 100 ng/mL increased RAW264.7 cell migration compared to no (0 ng/mL rhLCN2) treatment. (b) Migration in the Transwell system was allowed for 24 hours. The relative number of migrated cells stained by crystal violet was measured at OD_570_ is shown. All data are presented as the mean ± SD. ^∗^*p* < 0.05.

**Figure 9:**
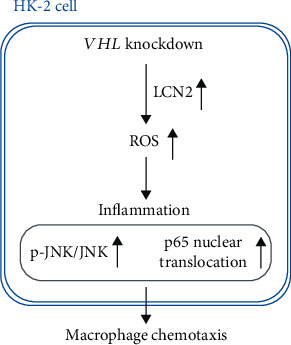
Scheme of the mechanisms. Knockdown of VHL gene in HK-2 cells induces LCN2 overexpression and ROS accumulation, leading to inflammation with increased p-JNK/JNK ratio, p65 nuclear translocation, and macrophage chemotaxis. The results reveal the regulatory effect of VHL on inflammation in HK-2 cells via the LCN2-ROS pathway.

## Data Availability

The original data used to support the findings of this study are included in the article.

How the deposited data were processed for this re-analysis (not part of the article)

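Gene expression was measured in 3 whole-kidney extracts from wild-type and 3 from Vhl knockout mice with Affymetrix Mouse Gene 2.0 ST arrays. The genotype and the replicate number of each array were taken from its sample label. The authors deposited log2 signals made with RMA, whose software and version are not given in the sources used here, 1 value per Entrez Gene row. They also deposited a comparison of the genotypes with a moderated statistic, a score without fixed range given to 1 decimal, its p-value and a q-value, whose software is not given either. The log2 values of both deposited tables were equal in all 25206 rows, and 0 columns of values per sample were left unused. There were 0 control rows. Symbols came from the platform annotation and were updated by Entrez ID through a RefSeq gene table of the assembly GRCm38.p6, in which all 23185 rows with a symbol matched, 2021 rows had none here and 0 had several. The genome build of the array annotation is not given in the sources used here, and no coordinates are reported.

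The paper's text names no test for the arrays. Its statistics section gives an analysis of variance with a Bonferroni post hoc analysis for group comparisons in general. Here each row was fitted with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, genotype as the single term), and p-values were adjusted over all rows by the Benjamini-Hochberg method, with a threshold of 0.05. The prior degrees of freedom were 3.28. The fitted statistic differed from the one in the authors' deposited table by at most 0.1, and all 688 rows with a deposited q-value under 0.05 were among the 697 found here. Lists of genes were tested with camera at a preset correlation of 0.01, and again with an estimated correlation and with fry, a rotation test of whether the genes of a list move one way on balance. With an estimated correlation 7 of the 27 lists passed the threshold, against 17 with the preset one. With fry 17 lists passed, not all of them the same as with the preset correlation. Other tables were made with Python 3.11.15, pandas 2.3.3 and scipy 1.17.1.

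The lists, the comparison of the genotypes, the tests of the lists and the rule for named genes were fixed before the data were examined, while several tests of explanations were chosen later. The rule named the 15 genes with the largest positive and the 10 with the largest negative log2 fold change among genes past the threshold whose groups did not overlap, leaving out predicted genes and clones, then the genes the paper names that had a symbol among the rows used here, and for each list up to 4 members past the threshold, or the 2 with the largest change where fewer than 2 passed. The lists covered HIF targets, tubule injury, acute phase and NF-κB targets, macrophage chemoattractants, complement, antigen presentation, interferon-stimulated genes, fibrosis, antioxidant genes, NADPH oxidase, the unfolded protein response, proliferation, immediate early genes, TCA cycle and oxidative phosphorylation, and markers of macrophages, neutrophils, T and NK cells, B and plasma cells, endothelium, podocytes, tubule segments, red blood cells, adipocytes and the adrenal gland.

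The fit was tested on simulated data with the spread of these arrays. For Vhl knockout against wild-type it recovered 42% of 50 genes planted at a log2 fold change of 0.5, 90% of 50 at 1 and 100% of 50 at 2, out of 25206 rows, and called 10 of 24808 unchanged rows. Camera called 10 of 10 lists of 20 genes shifted by 0.5 and 0 of 10 unshifted lists. The simulated rows varied independently of each other. These counts therefore do not show how often camera errs where the genes of a list vary together. Arrays give no read depth, and their number limits the precision. Xist read 3.04 to 3.21 on all 6 arrays and the Y-linked genes Kdm5d and Uty 6.25 to 7.95, which matches the male labels. Alternatives covered the normalization, a filter on dim rows, the variance model, array weights, the replicate number as a block, each array left out and the threshold. An adipocyte score as a covariate, and the fit without Vhl knockout replicates 1 and 3, were chosen after seeing the data.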

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

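The paper discusses Lcn2 alone from the arrays, and apart from Lcn2 and Mki67 the genes below lie outside those it names. Lcn2 is counted below among the higher tubule injury markers and the higher acute phase and NF-κB target genes. Mki67 is counted among the higher cell proliferation genes. No formal test was run for single arrays that stand apart. The array weights of limma, lower for an array that varies more about the fit, were 0.643 for Vhl knockout replicate 1. The other arrays had weights of 0.987 to 1.215. With these weights 714 rows were changed.

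Of the lists that passed the threshold with an estimated correlation, the number of members higher in the Vhl knockout kidneys was 21 for fibrosis and extracellular matrix genes, 16 for macrophage markers, 13 for tubule injury markers, 12 for complement genes, 6 for macrophage chemoattractants, 4 for acute phase and NF-κB target genes and 4 for cell proliferation genes. No member of these 7 lists was lower past the threshold.

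Among genes past the threshold and in none of the lists, leaving out predicted genes and rows without a symbol, 9 had a log2 fold change of at least 2 in the knockout kidneys. These were Fgg with 2.82, Serpina3n with 2.78, Fgb with 2.70, Ms4a6d with 2.47, Stc1 with 2.16, Rnase4 with 2.15, Sprr1a with 2.12, Clca3a2 with 2.09 and Dpt with 2.06. In the RefSeq gene table of GRCm38.p6, Fgg and Fgb lie with 1 protein-coding gene between them, and Rnase4 lies next to Ang with 0 between. With each array left out in turn, Fgg, Serpina3n, Ms4a6d, Sprr1a, Clca3a2 and Dpt passed the threshold all 6 times, Stc1 5 times (adjusted p = 0.0575 without wild-type replicate 1), and Fgb and Rnase4 2 times, with an adjusted p of up to 0.0916 and 0.0899. With the adipocyte score as a covariate, chosen after seeing the data, Fgb, Stc1 and Clca3a2 lost the call at log2 fold changes of 2.24, 2.25 and 1.92, and the other 6 passed, among them Rnase4 with 1.47. With trend and robust eBayes Rnase4 had an adjusted p of 0.0583.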

How the results depend on the processing

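The adipocyte covariate and the fit without Vhl knockout replicates 1 and 3 were chosen after seeing the data. Lcn2 passed the threshold under all 15 alternatives, with a log2 fold change of 3.67 to 3.96. The number of changed rows was 697 (565 higher, 132 lower). It was 1101 (262 lower) over rows above the array median on at least 3 arrays, 1094 (268 lower) with trend and robust eBayes, 3534 (1893 higher, 1641 lower) at an adjusted p under 0.25, and 144 (135 higher, 9 lower) with an absolute log2 fold change of at least 1. With each array left out it was 245 to 409 (223 to 361 higher, 21 to 52 lower), in a fit with fewer samples. It was 153 (141 higher, 12 lower) with the adipocyte score as a covariate and 8 (8 higher, 0 lower) without knockout replicates 1 and 3, which leaves 1 knockout array, assumed to vary like the others. With the replicate number as a block it was 270 (246 higher, 24 lower). Of these 270 rows, 256 were among the 697. The deviations of same-numbered arrays from their group means correlated at 0.036, 0.073 and -0.0996, against -0.102 to 0.0663 for arrays with different numbers. Deviations within groups of 3 arrays cannot exclude a shared batch, so whether same-numbered arrays share more than a number is not known. Of 12 other genes the paper names, Mki67 alone passed. With Mtor, 2 passed over rows above the array median on at least 3 arrays and with trend and robust eBayes, 1 to 2 passed with each array left out, and 0 passed without knockout replicates 1 and 3. Of the 67 named genes past the threshold, 36 passed with each array left out in turn. Of the 66 besides Lcn2, 45 passed with the replicate number as a block, 31 with the adipocyte covariate and 5 without knockout replicates 1 and 3. The 35 that lost the call with the covariate kept their sign, at 0.66 (Ct55) to 1.21 (H2-Eb1) times their log2 fold change (median 0.972), and the standard error was larger for 32 of them (median ratio 1.27). Of the 27 lists, 17 passed the threshold with camera, and 7 with an estimated correlation. T and NK cell markers then had an adjusted p of 0.106 (0.201 over rows above the array median on at least 3 arrays), antigen presentation genes 0.0975 and interferon-stimulated genes 0.0974. Fry, which does not compare a list with other genes, gave these 3 lists an adjusted p of 0.0348, 0.0087 and 0.0136 in this order. Among the named genes, signs turned only for values not past the test. Vhl had -0.016 after quantile normalization, Fbl -0.019 there, Actb -0.032 with the adipocyte covariate and -0.073 without knockout replicates 1 and 3, Alas2 -0.22 and -0.16 and Cidec -0.074 and -0.40 under the same 2 settings. With each array left out, Hoxb7 ranged from -0.13 to 0.063, Actb from -0.018 to 0.10, Fbl from -0.10 to 0.18 and Alas2 from -0.14 to 0.45. Lists that turned direction had an adjusted p, with each array left out, of 0.063 to 0.869 (unfolded protein response), 0.428 to 0.884 (loop of Henle and distal convoluted tubule), 0.246 to 0.471 (red blood cells) and 0.70 to 0.959 (adrenal gland). The adrenal list also turned after quantile normalization (0.809), the red blood cell list with the adipocyte covariate (0.707) and without knockout replicates 1 and 3 (0.539), and the adipocyte list in the latter (0.777). Apart from the smaller number of arrays or rows where these were left out, the cause was not tested.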

Other observations

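The tests on the number of changed rows, on the neutrophil, macrophage and adipocyte explanations and on the HIF targets were chosen only after the result was seen. Of 17 measured cell proliferation genes, 4 were higher and 13 did not pass the test (9 higher when adjusted over the list alone), with a camera adjusted p of 8.97e-09, and 0.0157 with an estimated correlation. Top2a had a log2 fold change of 1.00, Mki67 0.92 (standard error 0.091, adjusted p = 0.00450 from limma), Ccnb2 0.68 and Ccna2 0.58 (adjusted p up to 0.108 with 1 array left out). Of 16 immediate early genes, 6 were higher and 10 did not pass the test (9 higher when adjusted over the list alone). Ier3 had 1.27, Nr4a1 0.85, Klf6 0.74 and Jun 0.74, where Nr4a1 and Jun had an adjusted p of up to 0.138 and 0.0605 with 1 array left out, and the camera adjusted p was 7.19e-10, and 0.0665 with an estimated correlation. Of 12 NADPH oxidase genes, 3 were higher and 9 did not pass the test (4 higher when adjusted over the list alone). These were Cybb with 0.99, Ncf1 with 0.67 and Rac2 with 0.56, which white blood cells express. With 1 array left out the adjusted p was up to 0.0694 for Ncf1 and 0.0823 for Rac2, and the camera adjusted p was 0.00548, and 0.0974 with an estimated correlation. None of 20 antioxidant genes passed the test in limma (3 higher when adjusted over the list alone, 4 at an unadjusted p under 0.05). Mt2 had 0.86 (adjusted p = 0.103) and Slc7a11 0.79 (adjusted p = 0.220), the median was -0.0033, the mean 0.114 and the camera adjusted p 0.259. None of 20 genes of the unfolded protein response passed, nor when adjusted over the list alone (3 higher and 1 lower at an unadjusted p under 0.05), with 0.54 for Asns (adjusted p = 0.0828), 0.40 for Atf3 (adjusted p = 0.185), a median of -0.0016, a mean of 0.040 and a camera adjusted p of 0.393.

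Among tubule segments, 4 of 12 principal cell markers of the collecting duct were lower and 8 did not pass the test (1 higher and 4 lower when adjusted over the list alone). Besides Aqp4, Fxyd4 fell by 0.78 (adjusted p up to 0.0646 with 1 array left out), the water channel Aqp3 fell by 0.70 and Hsd11b2 fell by 0.40, the last with an adjusted p of 0.0747 to 0.119 with each array left out. The camera adjusted p was 0.0732, with 0.0295 after quantile normalization and 0.214 with an estimated correlation. Fry, which does not compare a list with other genes, gave 0.00766. No intercalated cell marker of 12 passed (2 lower when adjusted over the list alone, 6 at an unadjusted p under 0.05), with -0.52 for Slc4a9 (adjusted p = 0.0969, and 0.0289 without Vhl knockout replicate 1), -0.39 for Insrr (adjusted p = 0.179) and a camera adjusted p of 0.0272. This was 0.554 with an estimated correlation and 0.233 without Vhl knockout replicate 2. No proximal tubule marker of 20 passed, nor when adjusted over the list alone (2 lower at an unadjusted p under 0.05), with -0.50 for Pck1 (adjusted p = 0.170) and -0.30 for Slc7a13 (adjusted p = 0.307), at a camera adjusted p of 0.0658, with 0.0128 with trend and robust eBayes and 0.225 with an estimated correlation. Of 11 markers of the loop of Henle and distal convoluted tubule none passed (1 higher and 2 lower when adjusted over the list alone, 1 and 3 at an unadjusted p under 0.05), with 0.34 for Calb1, -0.32 for Egf and a camera adjusted p of 0.653. None of 22 genes of the TCA cycle and oxidative phosphorylation passed, nor when adjusted over the list alone (1 lower at an unadjusted p under 0.05), with -0.37 for Cycs, -0.18 for Ndufv1 and a camera adjusted p of 0.0298. This was 0.389 with an estimated correlation, 0.176 after quantile normalization and 0.114 without Vhl knockout replicate 1. No gene passed among 6 podocyte markers (Synpo 0.24, Plce1 0.24, camera adjusted p 0.146), 3 red blood cell genes (Hbb-bs 0.43, Alas2 0.24, 0.407) or 8 adrenal gland genes (Mc2r 0.45, Cyp11b1 -0.31, 0.853), and adjusted over the list alone only 1 adrenal gland gene was higher. At an unadjusted p under 0.05, 1 gene of each of these 3 lists was higher in limma. Other genes the paper names did not pass: Car9 had -0.21 (adjusted p = 0.651), Hif1a 0.11, Mmp9 0.10, Ern1 -0.065, Mapk8 0.31, Mapk9 -0.078, Rela 0.30, Mtor -0.47 (adjusted p = 0.0593, and 0.0417 without Vhl knockout replicate 2), Hoxb7 -0.038, Actb 0.043 and Fbl 0.037. For several of these the paper reports protein states, such as phosphorylated JNK and nuclear p65 in HK-2 cells, or uses the protein as a blot control. RNA levels in whole kidney do not test these. With the adipocyte score as a covariate, chosen after seeing the data, Ccnb2, Ier3, Klf6, Ncf1, Rac2, Fxyd4, Aqp3 and Hsd11b2 lost the call, at log2 fold changes of 0.75, 1.24, 0.73, 0.75, 0.59, -0.66, -0.70 and -0.40 in this order and an adjusted p of 0.0582 for Ccnb2 to 0.183 for Hsd11b2. With the replicate number as a block, Ccna2, Ier3, Nr4a1, Ncf1, Rac2, Hsd11b2 and the HIF target Adm had an adjusted p of 0.0505 for Ier3 to 0.111 for Hsd11b2, and Nr4a1 had 0.0556 after quantile normalization. Some genes passed in other settings, with an adjusted p under trend and robust eBayes of 0.0146 for Mtor, 0.0267 for Calb1, 0.0297 for Egf, 0.0427 for Slc4a9 and 0.0477 for Asns, and over rows above the array median on at least 3 arrays of 0.023 for Mtor, 0.0444 for Calb1, 0.0474 for Slc4a9 and 0.0389 for Asns.

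The 6 arrays can be split into groups of 3 in 10 ways, too few for a share under 0.05. The real split gave 697 changed rows and the highest other split 1. It gave 17 lists past the threshold and the highest other split 14, and for each of both counts 1 split, the real one, gave a result as large. Every other split put both genotypes in each group. A genotype difference then widens the spread within groups and can lower the counts, so these do not show what chance alone gives.

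Lcn2 is also abundant in neutrophils, and macrophages and fat cells may express it. RNA from neutrophils would raise their markers with it. The median log2 fold change of the 14 markers was -0.116, all lying between -0.30 and 0.24, but 0 of them had a group mean above the median of every array and 7 lay under the lower quartile of every array in both genotypes. Whether such dim rows would register neutrophil RNA is not known here, so this explanation stays open. More macrophages at an unchanged level per cell would raise Lcn2 no more than markers that track their number. The 19 measured markers had log2 fold changes from 0.15 to 1.70, and Lcn2, at 3.79, rose more than each of them. They did not rise alike, so which of them track macrophage number is not known here. With the adipocyte score as a covariate Lcn2 kept a log2 fold change of 3.77 (standard error 0.200, adjusted p = 0.0125, the highest of 1.15e-05 to 0.0125 over the alternatives), and it read 9.63 in knockout replicate 2, where adipocyte genes were low. A higher level within macrophages or within the kidney's own cells also stays open. So does an effect of the genotype itself or of the Cre-GFP transgene, and no test here separates these. Outside the arrays, the paper reports raised LCN2 protein in Vhl mutant primary renal tubule cells and more secreted LCN2 after VHL knockdown in HK-2 cells. This bears on a rise within tubule cells, but does not give its share in the whole kidney.

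Few HIF targets passed the test. Of 28 measured, 2 were higher (Hk2 with 1.01 and Adm with 0.92, the latter with an adjusted p of up to 0.0823 with 1 array left out and 0.135 with the adipocyte score as a covariate, at 0.90) and 26 did not pass the test (11 higher when adjusted over the list alone), with a median of 0.21, 23 positive values and a camera adjusted p of 2.56e-07, and 0.106 with an estimated correlation. A candidate explanation is that genes with a high level in cells that keep Vhl hide a rise in the recombined cells. Across the genes, which are not independent replicates, Spearman's rho between mean level and log2 fold change was -0.0679 (permutation p = 0.73) and Pearson's r -0.143 (permutation p = 0.46, adjusted 0.73 for both over 2 relations), or -0.0547 without the 2 genes farthest from the median level. This neither bears the explanation out nor excludes it, since the share of recombined cells was not measured.

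Rows without a symbol made up 49 of the 132 lower rows (37.1%), against 24 of the 565 higher rows (4.25%) and 8.02% of all rows. The normalization between arrays could shift such rows together. After quantile normalization 116 of the 132 lower rows passed again, 42 of them without a symbol. RMA had already normalized the arrays against each other, and their medians differed by at most 0.036. A second normalization could therefore change little, so this result does not exclude the explanation. A low signal of these rows is a further explanation, but rows drawn at the same signal level held 10.2 without a symbol on average, and the number found was 4.79 times that. None of 10000 draws held as many, which gives an empirical p of 1e-04, the smallest they can give. The draws treat rows as independent, although rows of the same arrays may move together. This p therefore does not measure the spread between samples. What these rows measure stays open, and no biological explanation was tested.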
